A study of Mus musculus with 8 samples.

How the data were processed

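Lung cells of male mice were profiled by droplet single-cell RNA sequencing (Chromium 3' v3.1 chemistry) in 8 libraries. Per the labels, each library pooled the lungs of 2 mice, and each of 4 groups had 2 libraries. The groups were young mice (3 months) given the vehicle DMSO, old mice (24 months) given DMSO for 5 days, old mice given verteporfin (VPF) at 50 mg/kg for 5 days, and old mice given ABT-737 (ABT) at 25 mg/kg for 3 days. Old mice were killed 7 days after the last dose. The schedule of the young mice is not stated. Cells had been stained for Ter119, CD45 and dead cells and then sorted, and the gate is not stated, so the shares of cell types are those of the sorted suspension.

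The authors made the matrices with Cell Ranger 6.1.1 on the mm10 build, and the deposited values are raw UMI counts per gene and barcode, with no normalization. The deposited barcode and feature files hold other content, namely cell barcodes and gene names, and no measurement. The annotation release and the cell calling settings are not stated. Every barcode held at least 500 UMIs. Of 32285 features, 32158 matched a GENCODE gene by identifier, which gave the mm10 coordinates.

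Cells with at least 300 genes and at most 10% mitochondrial UMIs were kept, which left 34746 of 36378 barcodes. In each library, doublets were simulated at 2 per cell and the cells with the highest share of simulated neighbours were removed, at 0.8% per 1000 cells, which took out 1227 cells (3.53%). The remaining 33519 cells were scaled to library-size log values, reduced to 40 principal components of 2000 variable genes, joined by 20 nearest neighbours and clustered by the Leiden method at resolution 1 into 36 clusters. No batch correction was applied. Each cluster took the name of 1 of 33 marker sets when its mean log2 fold over the other clusters was at least 1, at least 3 markers were detected in 10% of cells, and the next class lay at least 0.3 lower. Clusters with over 80% of cells from 1 library stayed unnamed, as did a cluster with more top genes of another class. This gave 20 classes and left 4 clusters unnamed. Names such as T cell-like mark classes assigned from RNA alone.

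UMI counts were summed per library and class for the 13 classes with at least 25 cells in each library. Differences were tested with edgeR 4.0.16 (TMM factors, filterByExpr, robust quasi-likelihood F test) on all 8 libraries with the group as the only term and 4 residual degrees of freedom. The contrasts were old against young vehicle, VPF against old vehicle, ABT against old vehicle, and VPF against ABT. Adjusted p values follow Benjamini and Hochberg over the genes of a class, with a threshold of 0.05, so the adjustment is made within a class and not over the 13 classes. In the simulated data described below the threshold was not always held within a class. Fold changes are log2 values with their standard error (SE). CPM are TMM-scaled UMI counts, given as mean ± SD of 2 libraries. Genes near 0 UMIs in a group are given as a ratio of UMIs over class totals with an exact 95% interval, or as a lower bound from 3 counts over the group when the count was 0. Intervals and bounds cover counting error only.

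In all, 22 gene lists were tested per class with camera of limma 3.58.1 on log2 CPM (prior count 2) at a preset correlation of 0.01, for lists with at least 5 genes tested, adjusted over all lists and classes of a contrast. They covered YAP and TEAD targets, senescence-associated secretion, cell cycle inhibitors and p53 targets, the unfolded protein response, the interferon response, MHC class I and class II presentation, NF-kB and early inflammation, dissociation stress, extracellular matrix, the cell cycle, the BCL-2 family, cholesterol synthesis, oxidative phosphorylation, cytosolic ribosomal proteins, oxidative stress and heme response, surfactant and lipid synthesis, T cell effector function and exhaustion, naive T cells and homing, lysosome and lipid droplets, antioxidants and detoxification, and markers of other cells carried as free RNA. None was chosen on these libraries. The same lists were run with an estimated correlation and with fry.

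Class shares were tested with edgeR on cells per library and class over 20 classes, and after seeing the data over the 36 clusters. Return towards young levels was measured per class as the covariance, across genes, of the age fold changes with the drug fold changes, minus the covariance in simulated counts with no effect that share the old vehicle libraries. Genes are not independent replicates. Cells with a Cdkn1a or Cdkn2a UMI were counted after each cell had been thinned to 1000 UMIs, with cells below that left out and exact Clopper-Pearson 95% intervals. With 2 libraries against 2, the smallest exact two-sided permutation p is 0.333 over 3 splits, so single values are given without a p.

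Genes were named by a fixed rule. In the 5 classes with the most calls of a contrast, the 5 genes with the smallest p were taken, if the absolute log2 fold change was at least 1 and the CPM of both groups did not overlap. Predicted genes, mitochondrial, haemoglobin and immunoglobulin segment genes were left out. Up to 4 called members of each list that passed were added in the class with its smallest p. Cdkn1a, Cdkn2a, Ccn1, Ccn2, Hspa5, Ddit3 and Bcl2l1 were added whatever their p, in the class with their highest CPM. For VPF against ABT, 3 genes were taken in each of the 3 classes with the most calls. Some genes that the rule names are not reported here. The groups, tests, lists, this rule and the alternatives not described as added later were fixed before the data were examined.

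The test was checked on simulated data with 100 genes at each of 2 known fold changes. For VPF against old vehicle, a log2 fold change of 1 was recovered for 51% of genes in general capillary-like, 44% in aerocyte-like, 50% in T cell-like and 23% in NK cell-like counts, and one of 2 for 89%, 92%, 80% and 77%. Among unchanged genes, 13, 14, 14 and 6 were called. Simulated counts with no effect gave a mean of 6.4 calls for VPF and 5.2 for ABT over the 13 classes in 5 runs.

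Alternatives tried were RLE size factors, no low-count filter, only the 4 libraries compared, at least 50 cells per library, counts thinned to the smallest library, a minimum fold change, a replicate block, a stricter cell filter (1000 genes, 5% mitochondrial UMIs), doublets kept, clustering resolution 2 and 0.5, DESeq2 1.42.0, other share denominators and TMM factors on class counts, other thinning, and leaving out each library in turn. With 1 library left in a group, its spread was taken from the other groups. Added after seeing the data were T cell-like clusters in place of the class, and the removal of aerocyte-like and classical monocyte-like cells with a UMI of any of 24 T or NK cell markers. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, leidenalg 0.10.2 and igraph 0.11.9, and R 4.3.3.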

Results

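The series title asks whether the YAP-TEAD complex, a transcriptional regulator, promotes the survival of senescent cells through endoplasmic reticulum stress. VPF (verteporfin) is a photosensitiser that also blocks YAP from acting with TEAD, and ABT (ABT-737) inhibits anti-apoptotic BCL-2 proteins. Lung cells from 8 libraries, each a pool of 2 mice, gave 3251 to 5127 barcodes and 19006628 to 30145084 UMIs per library. The medians ran from 3455 UMIs per kept cell in VPF library 1 to 5495.5 in old vehicle library 1. After filtering, 33519 cells remained. Capillary cells were the most numerous, with 14158 general capillary-like and 1454 aerocyte-like cells, aerocytes being the large flat capillary cells of gas exchange. The other tested classes were T cell-like (3487), alveolar fibroblast-like (2688), neutrophil-like (2299), B cell-like (1588), venous-like (1571), classical monocyte-like (1174), nonclassical monocyte-like (771), NK cell-like (614), pericyte-like (551), megakaryocyte or platelet-like (502) and lymphatic-like (319). Their biological coefficient of variation ran from 0.134 in general capillary-like to 0.257 in megakaryocyte or platelet-like counts.

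The first comparison asks what differs between old and young vehicle-treated lungs (n = 2 libraries per group throughout). General capillary-like cells of old lungs had lower levels of Aplnr, the apelin receptor, and of Npr3, which clears natriuretic peptides, and higher levels of Vwf, a clotting and platelet adhesion protein. In general capillary-like cells, Npr3 (ENSMUSG00000022206, mm10 chromosome 15, 11839896 to 11907287) fell from 388.0 ± 46.1 to 144.9 ± 10.7 CPM (SD, n = 2), a log2 change of -1.42 ± 0.15 (SE, adjusted p = 0.00282). Aplnr changed by -1.57 ± 0.16 and Vwf by 1.11 ± 0.14. The Npr3 call was lost without young library 2 and the Vwf call without young library 1 or 2, and over the alternatives adjusted p ran from 9.77e-13 to 0.055 for Npr3 and from 9.86e-09 to 0.124 for Vwf. In venous-like cells, Mmp16, a membrane-bound matrix protease, fell from 197.2 ± 7.6 to 14.9 ± 10.5 CPM, a log2 change of -3.54 ± 0.33 (adjusted p = 0.000316). In aerocyte-like cells, Chst9 (ENSMUSG00000047161, chromosome 18, 15451924 to 15760157), a sulfotransferase for sugar chains, was read in 135 UMIs in old and 2 in young libraries, a ratio of 107.3 with a 95% counting interval of 29.1 to 895.

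Other genes of the vessel classes moved with age as well. In general capillary-like cells the long RNAs of Mir99ahg changed by -3.07 and Ppp1r9a by -3.29. In venous-like cells Glis3 changed by -3.55, the adhesion receptors Adgrg6 by -1.69 and Adgrl3 by 1.41, and the transcription factor Sox5 by 1.49. In aerocyte-like cells Prkar1b, a subunit of protein kinase A, changed by 3.41 and the histone deacetylase Hdac9 by -1.65, and Grip2 had 34 UMIs in old against 3 in young libraries, a ratio of 18.02 (5.67 to 91.7). Skap1, an adaptor of T cells, also rose in aerocyte-like cells (4.79 ± 0.54, adjusted p = 5.22e-05), but of its 77 UMIs in the old vehicle libraries 3 remained once cells with a UMI of another T or NK cell marker were left out, too few to test.

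Alveolar fibroblast-like cells of old lungs had less Ccn1, a matrix-associated protein and a standard target of YAP and TEAD, and less Col3a1, a fibrillar collagen. Ccn1 (ENSMUSG00000028195, chromosome 3, 145646976 to 145649981) fell from 1159 ± 161 to 496.2 ± 145.8 CPM, a log2 change of -1.22 ± 0.20 (adjusted p = 0.0124). That call was lost without young library 2 (-1.09, adjusted p = 0.0763) and without old vehicle library 2 (-0.95, adjusted p = 0.143), and over its alternatives adjusted p ran from 9.32e-06 to 0.143. Col3a1 changed by -1.13 ± 0.21, Klf2, a flow-responsive transcription factor, by -0.92, and Edem1, which acts in the disposal of misfolded proteins, by -1.16. The neuronal adhesion gene Csmd1 changed by 2.03, Xkr4 by 1.47 and the long RNA Snhg11 by 1.77. Ccn2, another standard YAP and TEAD target, stood at 331.4 ± 20.8 in young and 200.2 ± 12.2 CPM in old libraries and did not pass (-0.73 ± 0.19, adjusted p = 0.179). With the replicate block Ccn2 passed (adjusted p = 0.041). Sftpc, a surfactant gene of alveolar type 2 cells, fell by 2.14 on the log2 scale in fibroblast-like counts, where the list of other cells' markers carried as free RNA fell too (median -2.14 over 15 genes, among them the fibroblast gene Col1a1, adjusted p = 3.45e-06, adjusted p = 0.793 with an estimated correlation).

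**Figure D1:**
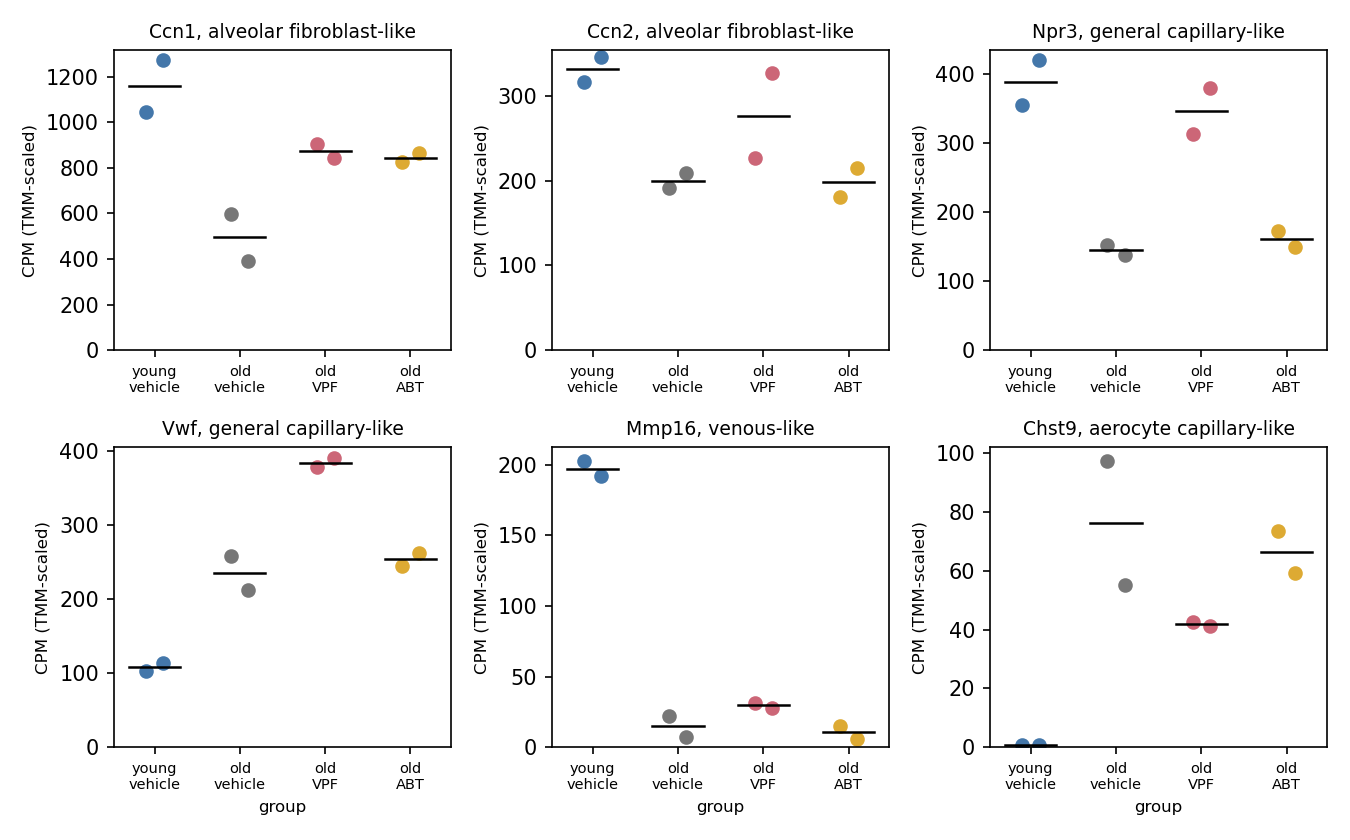
TMM-scaled CPM (y axes, from 0) of 6 genes that are named in the text, in the class given above each panel, for the 4 groups (x axes), with a point per library and a line at the group mean. Ccn1 in alveolar fibroblast-like cells averages 1159 CPM in young vehicle, 496.2 in old vehicle, 872.8 in VPF and 844.8 in ABT libraries, and Npr3 in general capillary-like cells averages 388.0, 144.9, 346.5 and 161.2.

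T cell-like cells held 138 of the 238 age calls. Genes of effector lymphocytes were higher in old lungs: Ccl5, a chemokine of memory and killer cells, went from 892.7 ± 51.3 to 4685 ± 194 CPM (2.39 ± 0.19, adjusted p = 0.00026). Klrc1, which encodes an inhibitory receptor, changed by 2.34 ± 0.16, and the transcription factors Tbx21 and Eomes by 1.82 and 2.06. Samd3 changed by 1.99, Dmrta1 by 3.26, the pore-forming Prf1 by 1.16 and Nkg7 by 1.10, while Dapl1, a marker of naive cells, changed by -1.25. The T cell effector and exhaustion list rose in T cell-like cells, with a median of 0.82 and 14 of 20 members higher (adjusted p = 8.43e-05, adjusted p = 0.793 with an estimated correlation). Of its members 4 passed over all genes tested and 6 adjusted over the list alone. The naive T cell and homing list fell there (median -0.36, 12 of 12 members lower, adjusted p = 1.86e-06, adjusted p = 0.754 with an estimated correlation), with 1 member down over all genes tested and 7 adjusted over the list alone.

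The T cell-like class was made up of 4 clusters in different proportions. Cluster 10, with the naive markers Lef1, Dapl1 and Ccr7 among its top genes, held 60.5% and 61.6% of T cell-like cells in the young and 20.1% and 24.0% in the old vehicle libraries. Cluster 7, marked by Ccl5, Gzmm and Cd8b1, held 9.58% and 7.41% in young and 41.8% and 39.7% in old vehicle libraries. Within single clusters, edgeR called 15 genes with age in cluster 7, 8 in cluster 10, 3 in cluster 11 and 19 in cluster 16. With clusters in place of the class, an alternative added after seeing the data, the age total was 145.

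**Figure D2:**
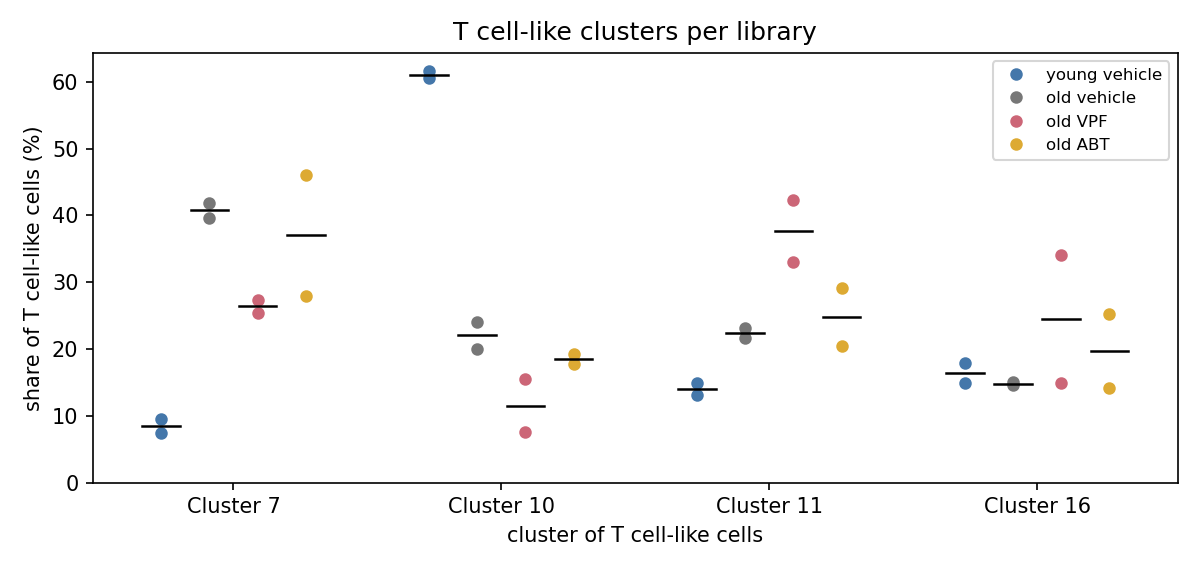
Share of T cell-like cells (y axis, %) in each of the 4 T cell-like clusters (x axis), with a point per library coloured by group and a line at the group mean. Cluster 10 holds 60.5% and 61.6% in young libraries and 7.53% to 24.0% in the old ones.

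Over the 13 classes, edgeR called 238 genes with age, 150 up and 88 down. The count was 67 without young library 1, 104 without young library 2, 114 and 137 without old vehicle libraries 1 and 2, and 484 and 479 without VPF libraries 1 and 2, of which 54, 71, 75, 99, 235 and 235 were among the 238. Of 33 named genes with a call, 14 kept it without each library in turn, among them Klrc1, Ccl5, Tbx21, Eomes, Dapl1, Chst9, Mir99ahg, Aplnr, Mmp16 and Snhg11. Without young library 1 the call was lost for 13 of the 33, without young library 2 for 14, and without old vehicle libraries 1 and 2 for 11 and 7, with adjusted p up to 0.756.

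Lists with lower expression in old lungs included extracellular matrix genes, which fell in 6 of 9 classes with medians of -0.25 to -1.06, and genes of the unfolded protein response, which fell in 5 of 13 (-0.09 to -0.36), both with adjusted p of at least 0.793 with an estimated correlation. Dissociation stress genes, which respond to tissue digestion and heat, fell in 7 of 13 classes (-0.25 to -0.85, adjusted p of at least 0.754 with an estimated correlation), so they moved with the first 2 lists. Over all genes tested, 2 matrix, 1 unfolded protein and 3 dissociation stress members passed downwards, against 23, 11 and 19 adjusted over the list alone. Cholesterol synthesis genes rose in 4 classes and fell in nonclassical monocyte-like cells (adjusted p of at least 0.754 with an estimated correlation). Their largest median was 0.79 in pericyte-like cells, where 5 members passed adjusted over the list alone and 1 over all genes tested. MHC class II genes, which present antigen to helper T cells, rose in general capillary-like (median 0.80), venous-like (0.88) and aerocyte-like cells (0.77) and fell in nonclassical monocyte-like cells (-0.71), with 14 members up adjusted over the list alone and 1 over all genes tested (adjusted p of at least 0.793 with an estimated correlation).

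The remaining age lists moved in fewer classes. Cell cycle inhibitors and p53 targets rose in aerocyte-like cells (median 0.31, adjusted p = 0.00355, adjusted p = 0.793 with an estimated correlation). Ribosomal protein genes fell in 5 classes and rose in 1, oxidative phosphorylation genes fell in 4 and rose in 1, interferon response genes fell in 3, cell cycle and antioxidant genes fell in 2 each, MHC class I genes rose in 1 and fell in 1, NF-kB and secretory lists rose in 1 each, and in NK cell-like cells the effector list fell and the naive list rose. With an estimated correlation these lists had adjusted p of at least 0.793. Of their members, 3 secretory genes rose and 3 fell over all genes tested against 8 and 7 adjusted over the list alone, and for the other lists of these sentences 0 members passed over all genes tested in the classes called. YAP and TEAD members had 1 down over all genes tested, Ccn1, and 1 up and 7 down adjusted over the list alone. BCL-2 family, YAP and TEAD, lysosome, oxidative stress and surfactant lists had no call, with smallest adjusted p of 0.129, 0.0803, 0.246, 0.0897 and 0.173. In all, camera called 55 of 257 list and class pairs with age, 15 up and 40 down. With an estimated correlation it called 0 (smallest adjusted p = 0.754 with an estimated correlation, 13 at an unadjusted p under 0.05), and fry called 0.

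The second comparison asks what VPF changed in old lungs. Neutrophil-like cells of VPF-treated mice had higher levels of genes switched on by interferon, among them Bst2, which tethers budding viruses, Ifi35 and the GTPase gene Irgm1. Bst2 rose from 10.3 ± 0.8 to 57.0 ± 15.1 CPM (2.42 ± 0.39, adjusted p = 0.0131), Ifi35 by 2.11 ± 0.32 and Irgm1 by 2.76 ± 0.47. Tspo, a mitochondrial membrane protein, changed by 1.76, the surface protein gene Ly6a by 2.20, the receptor gene Mrgpra2b by 1.29, the lysosomal protease Ctss by 1.71 and the fatty acid carrier Fabp5 by 1.26. In megakaryocyte or platelet-like cells Irf7, a regulator of interferon genes, had 58 UMIs with VPF and 1 in old vehicle libraries, a ratio of 40.8 (7.04 to 1638), and Ifit3 had 81 against 3, a ratio of 18.99 (6.27 to 94.0).

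The interferon response list rose with VPF in 12 of 13 classes, lymphatic-like cells being the exception, with adjusted p = 0.702 or more with an estimated correlation. The median was 2.74 in neutrophil-like cells, where 35 of 35 members were higher (adjusted p = 5.52e-33), 1.64 in nonclassical monocyte-like and 1.03 in general capillary-like cells. Over all classes 5 members passed over all genes tested and 110 of 402 adjusted over the list alone. MHC class I genes, which show cell contents to killer T cells, also rose in 12 classes, with medians of 0.29 to 1.05, and 3 members passed over all genes tested and 60 of 199 adjusted over the list alone (adjusted p = 0.702 or more with an estimated correlation). Per library, the median interferon score over classes was 0.87 and 0.18 with VPF, -0.49 and -0.44 in old and -0.37 and -0.26 in young vehicle libraries. The free RNA list rose with VPF in venous-like (median 1.81), aerocyte-like (1.33) and general capillary-like cells (1.36), with adjusted p = 0.702 or more with an estimated correlation and 0 members passing over all genes tested in these classes. It was called in neutrophil-like cells too (median 0.84, adjusted p = 0.708 with an estimated correlation). There the list holds genes of the neutrophils themselves, S100a8, S100a9 and Retnlg, and is no measure of the RNA of other cells. Of these, S100a9 rose by 0.80 ± 0.14 (adjusted p = 0.016) and Retnlg by 0.84 ± 0.17 (adjusted p = 0.0364), both chosen after their values were seen. Both calls were lost without old vehicle library 1 or 2. That of Retnlg was also lost without young library 1 or 2 or VPF library 2. Over the alternatives adjusted p ran from 0.000437 to 0.232 for S100a9 and to 0.298 for Retnlg.

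**Figure D3:**
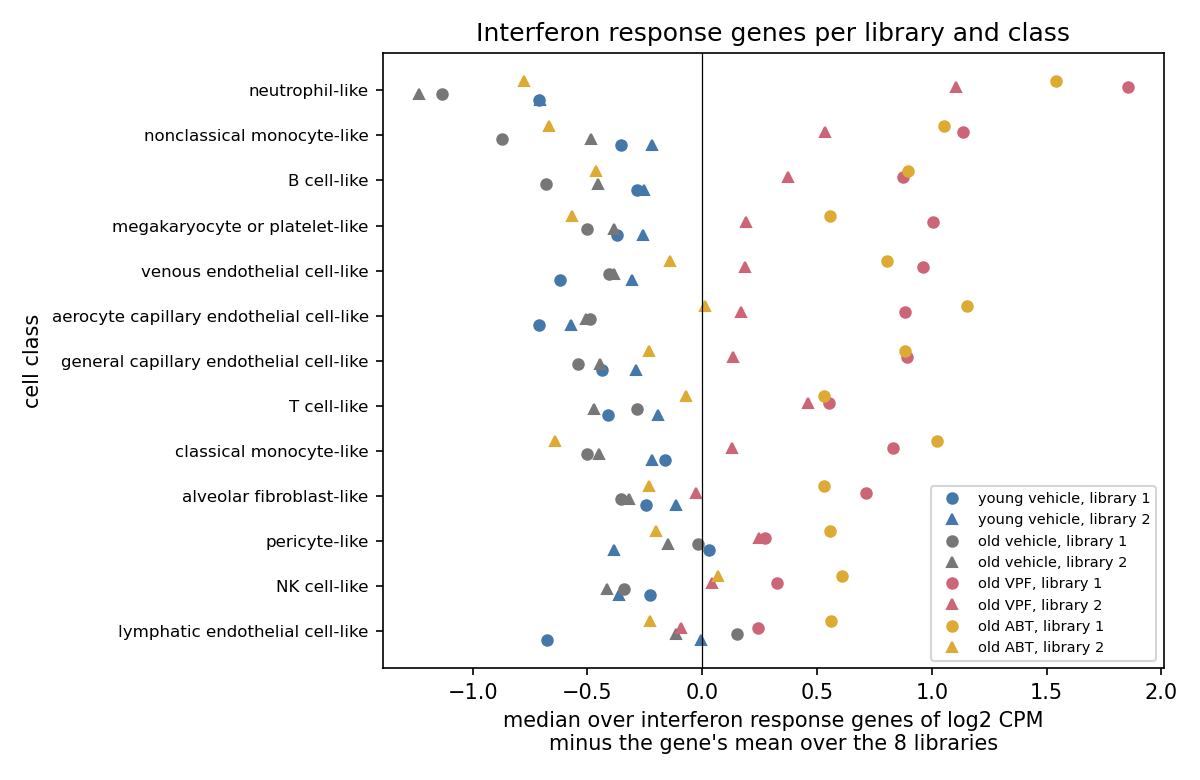
Median over interferon response genes of log2 CPM minus the mean of each gene over the 8 libraries (x axis), by class (y axis), with a point per library, coloured by group and shaped by library number. Both VPF libraries lie above all 4 vehicle libraries in 12 of 13 classes and both ABT libraries in 5.

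General capillary-like cells of VPF-treated mice had more Npr3 than those of old vehicle mice, at 346.5 ± 47.8 against 144.9 ± 10.7 CPM (1.26 ± 0.15, adjusted p = 0.0391). It was the only call of that class with VPF, and it was chosen after its values were seen. The call was lost without old vehicle library 1 (adjusted p = 0.147) or 2 (0.187) and without young library 1 (0.0632) or 2 (0.0584). Over the alternatives adjusted p ran from 2.54e-09 to 0.187. In aerocyte-like cells Fbxl7, part of a ubiquitin ligase, rose from 15.5 ± 0.7 to 57.6 ± 20.9 CPM (1.86 ± 0.34, adjusted p = 0.0319), a call lost without the cells that held a T or NK cell marker (2.03, adjusted p = 0.395) and running from 0.0017 to 0.499 over the settings and left-out libraries. Fibroblast-like Ccn1 stood at 872.8 ± 42.7 CPM with VPF against 496.2 ± 145.8 in old vehicle libraries and did not pass (0.81 ± 0.20, adjusted p = 0.659), nor did Ccn2 (0.46 ± 0.19, adjusted p = 0.992). The YAP and TEAD list had no call with VPF in 12 classes (smallest adjusted p = 0.163), with 0 members passing over all genes tested and 3 adjusted over the list alone. Among genes of endoplasmic reticulum stress in pericyte-like cells, the chaperone Hspa5 had a log2 difference of 0.05 ± 0.24 and the death-linked factor Ddit3 (ENSMUSG00000025408) one of 0.32 ± 0.38, neither past the test (both adjusted p = 1). The unfolded protein list rose in T cell-like cells (median 0.25, adjusted p = 0.000372, adjusted p = 0.708 with an estimated correlation). Over all classes 1 of its members rose over all genes tested and 2 adjusted over the list alone. The first was Xbp1, a transcription factor of the unfolded protein response, in neutrophil-like cells (1.45 ± 0.28, adjusted p = 0.0249, chosen after its values were seen), a class where the list had no call (median -0.12). The Xbp1 call was lost without old vehicle library 1 or 2 or VPF library 2. Its adjusted p ran from 0.00102 to 0.295 over its alternatives.

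In NK cell-like cells, Cx3cr1, the fractalkine receptor, rose with VPF from 39.4 ± 6.9 to 159.6 ± 14.6 CPM (2.02 ± 0.33, adjusted p = 0.00945). Car10 went from 57 UMIs in old vehicle libraries to 0 there, at least 13.8-fold lower by the bound of 3 counts. The lower limit of the exact 95% interval of this ratio was 10.9. In nonclassical monocyte-like cells Areg (ENSMUSG00000029378, chromosome 5, 91139599 to 91148432), a growth factor for epithelium, rose from 2.86 ± 0.86 to 67.7 ± 21.1 CPM (4.46 ± 0.53, adjusted p = 0.00111), a gene that the rule names for ABT only, so that its VPF value was chosen after its values were seen. The Areg call was lost without old vehicle library 1 (adjusted p = 0.0605, in a range of 0.00027 to 0.0605 over the alternatives). Genes of killer lymphocytes rose in classical monocyte-like cells: Gzma had 230 UMIs with VPF against 3 in old vehicle libraries, a ratio of 85.8 (29.0 to 418.9), and Nkg7 had 78 against 3, a ratio of 29.1 (9.59 to 144.1). Ccl4 and Ccl5 changed by 2.61 and 2.52, and Ube2c, a gene of mitosis, by 4.89. Genes of T cells fell in aerocyte-like cells: Stat4 had 1 UMI with VPF against 54 in old vehicle libraries, a ratio of 71.8 (12.3 to 2888), and Dock10 3 against 40, a ratio of 17.7 (5.65 to 89.6). Skap1 changed by -4.54. Once cells with a UMI of another T or NK cell marker were left out, Gzma had 3 UMIs with VPF and Nkg7 7, and these and Stat4, Dock10 and Skap1 of aerocyte-like cells were too few to test. Ccl5 then had a log2 difference of -0.21 (adjusted p = 1), and Ccl4 passed (2.45, adjusted p = 0.0303).

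Further lists moved with VPF. In T cell-like cells the effector list rose (median 0.91, 19 of 20 members higher, 5 adjusted over the list alone and 0 over all genes tested) and the naive list fell (median -0.49, 12 of 12 lower, 7 adjusted over the list alone and 0 over all genes tested), with adjusted p = 0.702 and 0.653 with an estimated correlation. Clusters 10, 7 and 11 of the class differed in size between these groups. Naive cluster 10 held 20.1% and 24.0% of T cell-like cells in old vehicle and 7.53% and 15.5% in VPF libraries. Cluster 7 held 41.8% and 39.7% against 25.4% and 27.4%. Cluster 11 held 138 of 598 and 166 of 766 cells in old vehicle and 92 of 279 and 128 of 303 in VPF libraries. For cluster 16 the VPF libraries stood apart from each other, at 34.1% and 14.9%, against 15.1% and 14.6% in old vehicle libraries. The effector list also rose in NK cell-like, B cell-like and classical monocyte-like cells, the last being the only call by fry (adjusted p = 0.0201), with adjusted p = 0.653 or more with an estimated correlation. Once lymphocyte-marked cells were left out of the monocyte-like class, 5 of the list's 8 members were testable and neither test called it (median -0.05, adjusted p = 0.362 by camera and 0.809 by fry). In the VPF libraries its members Gzma and Nkg7 then had 3 and 7 UMIs in place of 230 and 78, and the change of Ccl5 was -0.21. MHC class II genes fell in classical monocyte-like cells (median -1.43, 7 of 7 lower, 4 adjusted over the list alone) and rose in nonclassical monocyte-like cells (0.70), and 0 members passed over all genes tested (adjusted p = 0.702 or more with an estimated correlation). Cell cycle and dissociation stress lists rose in 3 classes each, NF-kB, secretory and lysosome lists in 2, cholesterol synthesis in 2 with a fall in 1, and oxidative phosphorylation in 3 with a fall in 1 (adjusted p of at least 0.702 with an estimated correlation). Ribosomal protein genes rose in 4 classes and fell in 4, and antioxidant genes and p53 targets fell in 1 each. The last 3 lists also had adjusted p of at least 0.702 with an estimated correlation. Over all genes tested 1 cell cycle, 1 NF-kB, 4 secretory and 2 lysosome members rose, against 12, 7, 11 and 7 adjusted over the list alone. BCL-2 family, matrix, oxidative stress and surfactant lists had no call (smallest adjusted p = 0.256, 0.353, 0.105 and 0.0826). In the BCL-2 family, Bcl2l1, which encodes the ABT target BCL-xL, rose in neutrophil-like cells (1.35 ± 0.26, adjusted p = 0.0225), chosen after its values were seen. That call was lost without old vehicle library 1 or 2 or VPF library 2, with adjusted p from 0.000437 to 0.298 over the alternatives. Bcl2l1 stood at 0.21 ± 0.47 in megakaryocyte or platelet-like cells (adjusted p = 0.993).

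Over all classes edgeR called 50 genes with VPF, 44 up and 6 down, of which 31 were in neutrophil-like cells. The count was 28 and 16 without old vehicle libraries 1 and 2, of which 1 and 6 were among the 50, and 144 and 104 without VPF libraries 1 and 2, of which 39 and 25 were. It was 362 and 387 without ABT libraries 1 and 2, with each of the 50 among them, and 144 with DESeq2, with 37 of them. Thinned counts gave 28 calls, 17 of them among the 50. Of 22 named genes with a call, only Gzma kept it without each library in turn, and without old vehicle library 1 the call was lost for 21, with adjusted p up to 0.72, without library 2 of that group for 17, without VPF libraries 1 and 2 for 4 and 8, and without each young library for 2 (adjusted p up to 0.0774). Camera called 65 of 257 list and class pairs, 55 up and 10 down, and with an estimated correlation 0 (smallest adjusted p = 0.653 with an estimated correlation, 15 at an unadjusted p under 0.05), against 1 by fry.

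The third comparison asks what ABT changed in old lungs. NK cell-like cells held 13 of its 18 calls (13 up and 5 down over all classes). This class had 66 cells in ABT library 1 and 25 in ABT library 2, the latter at the lower limit for testing. Cx3cr1 rose there from 39.4 ± 6.9 to 172.2 ± 92.9 CPM (1.94 ± 0.34, adjusted p = 0.0176), and the interferon-induced genes Bst2 and Rtp4 by 1.96 and 3.16. Hist1h1b, a linker histone made in dividing cells, had 45 UMIs against 1, a ratio of 70.9 (12.1 to 2863), and Emb, an adhesion protein, changed by -1.42. In venous-like cells F5, coagulation factor V, fell from 148.3 ± 0.2 to 45.3 ± 4.6 CPM (-1.70 ± 0.23, adjusted p = 0.011). In aerocyte-like cells Chka, a choline kinase, rose from 53.8 ± 1.9 to 150.6 ± 28.5 CPM (a log2 change of 1.496 ± 0.233, adjusted p = 0.0182) and Skap1 changed by -2.67. Without cells holding a T or NK cell marker Chka did not pass (1.08, adjusted p = 0.316) and Skap1 had too few UMIs to test. Areg in nonclassical monocyte-like cells rose from 2.86 ± 0.86 to 37.9 ± 14.8 CPM (3.62 ± 0.56, adjusted p = 0.0395). The F5 call was lost without ABT library 1 (adjusted p = 0.316) or old vehicle library 2 (0.0586), and the Areg call without each old vehicle and each young library and by DESeq2 (adjusted p up to 0.657).

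Several genes named in advance did not pass with ABT. Bcl2l1 in megakaryocyte or platelet-like cells stood at 324.7 ± 34.8 against 211.8 ± 38.8 CPM (0.70 ± 0.48, adjusted p = 0.723). Ccn1 in fibroblast-like cells had a log2 difference of 0.76 ± 0.20 (adjusted p = 0.836) and Ccn2 one of -0.02 ± 0.19 (adjusted p = 0.999). Hspa5 and Ddit3 in pericyte-like cells had 0.17 ± 0.23 and 0.41 ± 0.37 (both adjusted p = 0.997). With age these last 2 had -0.73 ± 0.23 (adjusted p = 0.573) and -0.16 ± 0.35 (adjusted p = 1), and Bcl2l1 had 0.54 ± 0.62 (adjusted p = 0.998).

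The interferon response list rose with ABT in 12 of 13 classes, with a median of 2.42 in neutrophil-like and 1.13 in aerocyte-like cells, and 3 members passed over all genes tested and 64 of 402 adjusted over the list alone (adjusted p = 0.784 or more with an estimated correlation). The ABT libraries stood apart from each other: the median interferon score over classes was 0.80 in library 1 and -0.23 in library 2, and without library 1 the list was called in 5 classes. Oxidative phosphorylation genes rose in 12 classes, with medians of 0.14 to 0.44, ribosomal protein genes rose in 10 and fell in 1, and MHC class I genes rose in 8, each with adjusted p = 0.784 or more with an estimated correlation. Dissociation stress genes rose in 5 classes, most in pericyte-like cells (median 0.62, 26 of 26 members higher, 9 adjusted over the list alone and 0 over all genes tested), and fell in 1 (adjusted p = 0.784 or more with an estimated correlation). The free RNA list rose in aerocyte-like cells (0.93) and in neutrophil-like cells (2.38), some of whose own genes it holds, with adjusted p = 0.784 or more with an estimated correlation.

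Among the other lists, YAP and TEAD targets rose with ABT in general capillary-like cells (median 0.14, 15 of 17 members higher, 0 passing over all genes tested and 0 adjusted over the list alone, adjusted p = 0.013, adjusted p = 0.784 with an estimated correlation). Unfolded protein, effector and cell cycle lists rose in 2, 2 and 3 classes, naive T cell genes fell in 2, cholesterol synthesis rose in 2 and fell in 1, and NF-kB genes rose in 1 and fell in 1 (adjusted p of at least 0.784 with an estimated correlation). Matrix, secretory, lysosome and p53 target lists rose in 1 class each, and MHC class II fell in nonclassical monocyte-like cells (-0.64). These too had adjusted p of at least 0.784 with an estimated correlation, and 1 secretory member and 0 of the other lists passed over all genes tested, against 5 secretory, 9 cell cycle and 5 effector members up adjusted over the list alone. BCL-2 family, antioxidant, oxidative stress and surfactant lists had no call (smallest adjusted p = 0.223, 0.109, 0.445 and 0.159). Camera called 71 of 257 pairs, 64 up and 7 down, and with an estimated correlation 0 (smallest adjusted p = 0.784 with an estimated correlation, 13 at an unadjusted p under 0.05), and fry called 0. Most of the 18 gene calls were lost under several alternatives, some of which called other genes. DESeq2 called 45 genes, 3 of them among the 18, and thinned counts 6, with 1 of the 18. Without old vehicle libraries 1 and 2 there were 36 and 5 calls, with 2 and 1 of the 18, and without ABT libraries 1 and 2 there were 169 and 429, with 6 and 16. With doublets kept 9 genes were called, 6 of them among the 18. Without VPF libraries 1 and 2 there were 59 and 50 calls, with each of the 18 among them. None of the 9 named genes with a call kept it without each library in turn: 7 and 8 lost it without old vehicle libraries 1 and 2 (adjusted p up to 0.657), 4 and 1 without ABT libraries 1 and 2, and 2 without each young library.

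The fourth comparison sets VPF against ABT, which were given for different numbers of days at different doses. Classical monocyte-like cells had more transcripts of killer lymphocytes with VPF: Gzma, a granzyme, stood at 84.2 ± 23.1 CPM against 0.44 ± 0.62, with 230 UMIs against 3, a ratio of 104 (35.1 to 508). Ccl5 differed by 3.23 ± 0.43 (adjusted p = 0.00274), and Nkg7 had 78 UMIs against 2, a ratio of 52.9 (14.2 to 444.6). These with Ccl4 (2.19 ± 0.35, adjusted p = 0.0325, chosen after its values were seen) were the 4 calls by edgeR, all in this class. With clustering at resolution 0.5 only Gzma of the 4 kept its call (6.79 ± 0.55), while Ccl5 stood at -0.36 ± 1.68, Ccl4 at 0.12 ± 0.56 and Nkg7 at 1.74 ± 0.74 (each adjusted p = 1). With doublets kept Gzma was again the only one of the 4 (3.87 ± 0.47), with Ccl5 at 0.98, Ccl4 at 2.10 and Nkg7 at 1.80, and under thinned counts Gzma and Ccl5 passed. Without ABT library 1 the count was 185, with 1 of the 4, and without VPF library 2 26, with 2 of them. It was 30 without ABT library 2, 45 without VPF library 1 and 12 with DESeq2, each with the 4 among them. With lymphocyte-marked cells left out it was 0, as neither of the 2 genes still testable passed. Of these, Ccl4 kept its size (2.03 ± 0.39, adjusted p = 0.297) and Ccl5 did not (0.40 ± 0.66, adjusted p = 1). Of Gzma, Ccl5 and Nkg7, 2 lost the call without ABT library 1 (adjusted p up to 0.117) and 1 without VPF library 2 (0.0959), and Ccl4 lost it without ABT library 1 (0.141) and VPF library 2 (0.31). The interferon response was not compared between the drugs by a list test.

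VPF and ABT shared 4 calls against old vehicle, namely Cx3cr1 and Car10 in NK cell-like cells, Skap1 in aerocyte-like cells and Areg in nonclassical monocyte-like cells. Chance would give 0.0026 shared calls if the contrasts were independent, but both use the same old vehicle libraries, and simulated counts with no effect shared 1 call on average. To ask whether the drugs moved genes back towards young levels, age and drug fold changes were compared across genes. Their correlation had a median over classes of -0.425 for VPF and -0.393 for ABT, against -0.487 and -0.495 in simulated counts without an effect. The covariance beyond the simulated one had a median of 4.97e-05 (SD over classes 0.00907) for VPF and 0.00316 (0.0157) for ABT, with 5 and 4 of 13 classes below 0, the side of a return. Classes went both ways: with VPF 5 lay below 0 and 3 above by over 2 SD of 20 simulations, and with ABT 3 and 6. That SD covers counts without an effect, not differences between libraries. NK cell-like cells stood at -0.0124 (simulated SD 0.00183) with VPF and -0.0249 (0.00266) with ABT, and at -0.0199 and -0.0322 with separate control libraries. Aerocyte-like cells stood at -0.0146 (0.00158) and -0.00808 (0.00247), and at -0.00444 and 0.00189 with separate controls. On the other side were general capillary-like cells with VPF (0.00998, 0.0135 with separate controls) and megakaryocyte or platelet-like cells with ABT (0.0435, 0.0437). With 1 library left out or RLE size factors, aerocyte-like cells stayed below 0 with both drugs (-0.0456 to -0.0146 and -0.0469 to -0.00923). NK cell-like cells did with ABT (-0.059 to -0.00888) but ran from -0.0227 to 0.0111 with VPF, the highest without old vehicle library 1. Alveolar fibroblast-like cells stayed below 0 with ABT (-0.0188 to -0.00225). Always above 0 were T cell-like cells with VPF (0.00292 to 0.0458) and general capillary-like cells with ABT (0.000436 to 0.017). General capillary-like cells with VPF (-0.00395 to 0.0195) and megakaryocyte or platelet-like cells with ABT (-0.0464 to 0.116) ran across 0. The median over classes turned with single libraries. For VPF it lay below 0 without 6 of the 8 libraries, all but old vehicle library 1 and young library 2 (-0.0138 without young library 1). For ABT it lay below 0 without young library 1, ABT library 1 or 2 or VPF library 2, in a range of -0.00709 to 0.00604.

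Cdkn2a encodes the cell cycle inhibitor p16 and the p53 activator p19ARF, and Cdkn1a encodes the inhibitor p21, both used as marks of senescence. Cdkn2a was read mostly in aerocyte-like cells, where 91 of 1454 cells (6.26%, depth 5004 UMIs) held a UMI, against 53 of 14158 general capillary-like cells (0.374%, 4741 UMIs), 31 of 3487 T cell-like cells (0.889%, 8785 UMIs) and 3 of 1571 venous-like cells (0.191%, 5960 UMIs). These depths are medians over the libraries' median UMIs per cell. With each cell thinned to 1000 UMIs, aerocyte-like cells with a Cdkn2a UMI made up 0.822% ± 0.418 in young vehicle, 4.72% ± 0.116 in old vehicle, 0.234% ± 0.330 in VPF and 2.69% ± 0.944 in ABT libraries (SD, n = 2). The differences were 3.90 points with age, -4.48 with VPF and -2.02 with ABT, but with 0 to 7 such cells per library the SDs between libraries lie within counting error and do not measure the error of these differences. Counted over both libraries of a group, 13 of 276 old vehicle cells held a UMI (4.71%, exact 95% interval 2.53% to 7.92%), against 3 of 369 young (0.813%, 0.168% to 2.36%), 1 of 343 VPF (0.292%, 0.00740% to 1.61%) and 7 of 267 ABT cells (2.62%, 1.06% to 5.33%). These intervals cover counting error only. That of old vehicle overlaps the one of ABT, which leaves a difference with ABT open, and it lies above those of young and VPF cells. Whether intervals overlap is not a test of a difference, and none was made on these pooled counts. Single libraries had wide exact 95% intervals, such as 4.64% (1.88% to 9.32%) and 4.80% (1.78% to 10.2%) in old vehicle. VPF library 1 had 0 of 129 thinned cells, which by 3 counts allows a share of cells with a UMI of up to 2.33% (upper limit of the exact interval 2.82%). VPF library 2 had 1 of 214, or 0.467% (0.0118% to 2.58%). Before thinning, 6 of 155 and 9 of 236 cells held a UMI in the VPF libraries (3.87% and 3.81%). In the old vehicle libraries 18 of 171 and 17 of 154 did.

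Summed over aerocyte-like cells, Cdkn2a (ENSMUSG00000044303, chromosome 4, 89274471 to 89294653) stood at 10.5 ± 5.66 CPM in young vehicle, 93.9 ± 65.0 in old vehicle, 14.6 ± 0.908 in VPF and 38.1 ± 13.4 in ABT libraries, without TMM factors. By edgeR it did not pass with age (3.03 ± 0.61, adjusted p = 0.15), VPF (-2.57 ± 0.60, adjusted p = 0.464) or ABT (-1.19 ± 0.54, adjusted p = 0.999). With age it passed by DESeq2 (3.12, adjusted p = 7.91e-05) and without old vehicle library 1 (3.71, adjusted p = 1.04e-05) or 2 (2.13, adjusted p = 0.0172), the adjusted p reaching 0.648 without young library 1. With VPF it passed by DESeq2 (-2.66, adjusted p = 0.00517) and without old vehicle library 1 (-3.25, adjusted p = 0.000153), the adjusted p reaching 0.904 without VPF library 2. Cdkn1a was read in 42.2% of thinned aerocyte-like cells in young vehicle, 45.4% in old vehicle, 48.8% in VPF and 48.6% in ABT libraries, and before thinning in 69.7% of aerocyte-like (5004 UMIs) against 4.47% of B cell-like cells (6120 UMIs). Its differences of 3.29, 3.38 and 3.16 points were within the spread between libraries (6.69, 14.6 and 4.92). The first was -0.875 without young library 1 and the second -6.68 without VPF library 2, and Cdkn1a did not pass in any contrast (log2 differences of 0.31 ± 0.18 with age, 0.28 ± 0.18 with VPF and 0.22 ± 0.18 with ABT, adjusted p = 0.878, 0.999 and 0.999).

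**Figure D4:**
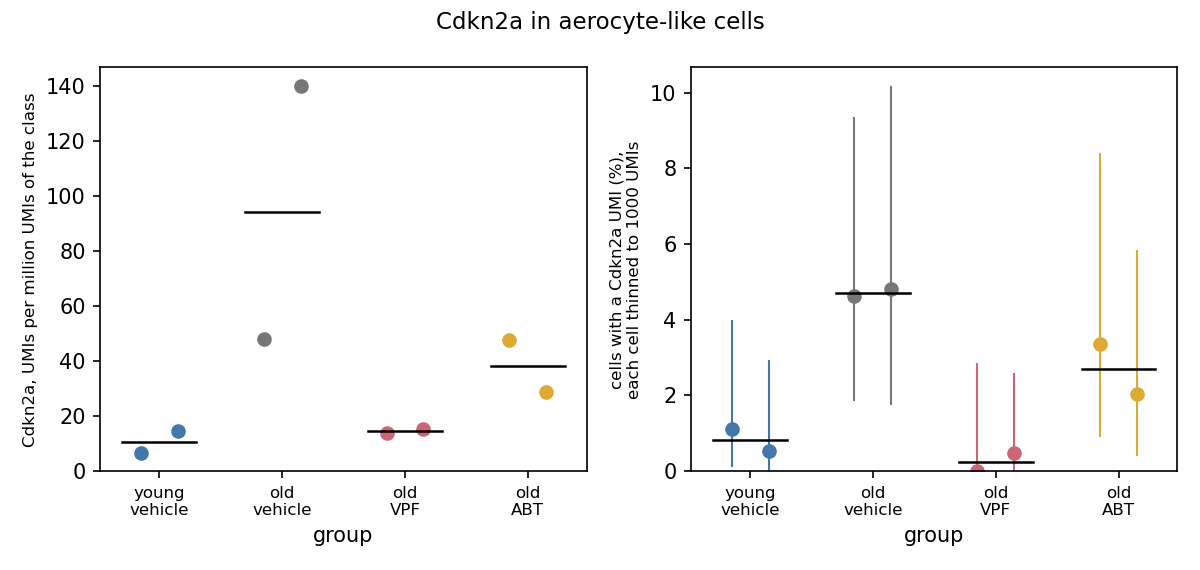
Cdkn2a in aerocyte-like cells by group (x axes), as UMIs relative to the class total (left y axis, not TMM-scaled) and as the share of cells with a UMI after thinning each cell to 1000 UMIs (right y axis, %), with a point per library, a line at the group mean and exact 95% intervals on the right. Old vehicle libraries stand at 4.64% and 4.80%, young ones at 1.12% and 0.526%, and VPF ones at 0% and 0.467%.

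Shares of the 20 classes were compared last. T cell-like cells made up 8.68% ± 1.56 of young vehicle, 14.8% ± 2.7 of old vehicle, 6.72% ± 0.53 of VPF and 10.7% ± 3.3 of ABT libraries, and B cell-like cells 4.69% ± 0.32, 7.04% ± 0.10, 2.95% ± 2.02 and 3.87% ± 0.20. Alveolar type 1-like cells made up 2.32% ± 1.37 of young and 0.544% ± 0.028 of old vehicle libraries. No class share passed the edgeR test in any contrast. At an unadjusted p under 0.05 there was 1 share with age, alveolar type 1-like cells (log2 ratio -2.09 ± 0.83, adjusted p = 0.31), 2 with VPF, T cell-like (-1.14 ± 0.43) and B cell-like cells (-1.25 ± 0.53, both adjusted p = 0.449), and 0 with ABT. Within classes with over 100 CPM of the CD45 gene, these T and B cell-like values were -0.50 ± 0.57 and -0.80 ± 0.60 (edgeR, unadjusted p = 0.4 and 0.201). Within the other classes, alveolar type 1-like cells had -1.78 ± 0.85 with age (unadjusted p = 0.0789). There, lymphatic-like (0.93 ± 0.35) and megakaryocyte or platelet-like cells (1.52 ± 0.58) had an unadjusted p under 0.05 (both adjusted p = 0.206). No share passed with these denominators. The same test on the 36 clusters, added after seeing the data, gave 1 call with age, 2 with VPF and 0 with ABT (1 at an unadjusted p under 0.05). T cell-like cluster 7 was higher with age (log2 ratio 3.00 ± 0.58, adjusted p = 0.014), although Ccl5, which marks it, was itself called with age in the class. That call was lost without young library 1 (adjusted p = 0.123) or 2 (0.161). Over its alternatives adjusted p ran from 0.00651 to 0.161. T cell-like cluster 10 was lower with VPF (-2.11 ± 0.53, adjusted p = 0.0465), a call that was lost in 8 of 9 alternatives and kept without old vehicle library 1 (adjusted p from 0.0437 to 0.267). The other call was of cluster 33, which was left unnamed (adjusted p = 0.0465). It held 46 of its 53 cells in old vehicle library 2 and had 0 cells in both VPF libraries. The call was lost in 7 of 9 alternatives and kept with the replicate block and without old vehicle library 1 (adjusted p from 0.000674 to 0.267, and 0.207 without old vehicle library 2). The named classes with over 100 CPM of Ptprc, the gene for CD45, were the leukocyte classes and erythroid-like cells (104 CPM). Their cells made up 20.6% and 33.2% of the VPF, 38.4% and 22.4% of the ABT, 37.1% and 41.3% of the old vehicle and 25.6% and 21.1% of the young libraries. Leaving out 1 library gave 1 call with age without young library 2 (basophil or mast cell-like, up) or old vehicle library 2 (smooth muscle-like, down), and 1 with VPF without old vehicle library 2 (smooth muscle-like, up) or VPF library 2 (B cell-like, down).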

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

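The tests on the interferon response, on lymphocytes joined to other cells, on where lymphocyte UMIs lie, on Ccl4, Fermt3 and Fyn apart, and on levels within T cell-like clusters were chosen only after the result was seen. The tests on free RNA in general capillary-like cells and on the mix of T cell-like clusters were chosen before it. The bounds for where UMIs lie were set after those shares had been seen, and Ccl4, Fermt3 and Fyn were set apart because they kept their change.

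The log2 fold change of VPF over ABT in classical monocyte-like cells was 6.65 for Gzma, 3.23 for Ccl5, 5.73 for Nkg7 and 2.19 for Ccl4, and each was listed here because the test of the difference between the drugs passed. With 2 libraries per group, no group was large enough to ask whether 1 library stands apart from the rest.

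In aerocyte-like and classical monocyte-like cells, 21 calls over the contrasts were of 13 genes that lymphocytes express more strongly. Once cells with a UMI of another T or NK cell marker were left out (4.55% to 12.3% of aerocyte-like and 8% to 18.97% of monocyte-like cells), 9.52% of these calls remained (2 of 21), but 15 had too few UMIs to test, the 2 of Ccl5 went from 2.52 to -0.21 and from 3.23 to 0.40, and 4 kept their size: Ccl4 with VPF (2.61 to 2.45) and against ABT (2.19 to 2.03), Fermt3 (-2.84 to -2.68) and Fyn (-1.12 to -1.33) with age. The cells left out held a median of 90.7% of the UMIs of the 21 calls' genes in the group with the higher level, 5.53 times their share of the class's UMIs (quartiles 5.03 to 7.60), against 16.4% for the other 25 calls, so lymphocytes joined to a few cells may account for most calls, and free RNA spread over all cells is unlikely as their whole cause. The test of free RNA chosen before the result was seen did not decide: in general capillary-like cells the genes' median change in the direction of the call was 0.53, with 6 of 21 moving the other way, and it was 0.05 (quartiles -0.06 to 0.53) for aerocyte-like calls, below their own changes of at least 1.12, and 0.87 (0.76 to 1.00) for monocyte-like calls. For Ccl4, Fermt3 and Fyn the marked cells held at most 16.9% of the UMIs, which argues against joined lymphocytes, while free RNA and a change in the cells themselves stay open: in general capillary-like cells the changes in the direction of the call had a median of 0.68 but went both ways, at 1.49 (Ccl4, VPF) and 1.27 (Fermt3), which free RNA could give, and at 0.09 (Fyn) and -0.46 (Ccl4, VPF against ABT), which go against it, with SEs of 0.97, 0.25, 0.12 and 0.81.

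Interferon response genes were higher in VPF and ABT libraries. Shallow and low-quality cells are unlikely as the whole cause in the 10 classes tested under the stricter cell filter. There the list's median change with VPF kept 97.5% of its size in the median class (quartiles 94.7% to 100.8%). Under thinned counts the change kept 99.8% (94.2% to 104.6%, lowest 54.0% in pericyte-like cells). Thinning summed counts leaves the expected change as it was whatever its cause, so that value cannot decide. At the preset correlation the list was called in 10 of 10 classes under the stricter filter and in 11 of 12 under thinned counts. On the counts as deposited, its adjusted p was 0.702 or more with an estimated correlation, and fry called it in 0 of 13 classes. A batch shared by the libraries numbered 1 is unlikely too, because the vehicle library numbered 1 scored above the one numbered 2 at both ages in 2 of 13 classes, although library 1 scored above library 2 in 13 of 13 classes for each drug. Both VPF libraries scored above the 4 vehicle libraries in 12 classes, as an effect of VPF in both pools of mice could give, whereas both ABT libraries did so in 5, which leaves an effect of ABT in both pools open. An infection or another exposure of some cages was not tested and cannot be separated from the treatment.

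In T cell-like cells, 138 genes were called with age. The mix of the 4 clusters alone gave at least 50% of the log2 fold change for 56.5% of them (78 genes), so a different mix of cells may account for much of the pattern. The mean log2 fold change over the clusters in which a gene was tested gave as much for 44.2% (61 genes). That leaves a change within clusters open, and 15 genes met both conditions and 14 neither. Clusters can cancel in this mean, so it is not the part of the class change that arose within them. For Ccl5 it was -0.16, while edgeR called a rise in clusters 7 and 11 (0.96 and 1.19). The median change in the direction of the call was 1.46 in the class, 0.81 from the mix and 0.66 for the mean over clusters. Of the 138 genes, 16 were also called within a single cluster.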

How the results depend on the processing

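Added after seeing the data were the tests with T cell-like clusters in place of the class and with lymphocyte-marked cells left out, the shares of clusters, and the alternatives for genes named outside the rule. Counts with age, VPF, ABT and VPF against ABT were 238, 50, 18 and 4, and 240, 54, 18 and 4 with RLE size factors, which kept each of the 238, 50, 18 and 4 genes. Without the low-count filter they were 1313, 959, 558 and 276, and with the replicate block 512, 161, 59 and 14. With the 4 libraries compared alone, age gave 814, VPF 285 and ABT 38. DESeq2 gave 144 with VPF, 45 with ABT and 12 between the drugs, with 37 of the 50, 3 of the 18 and 4 of the 4. Thinned counts gave 28 with VPF and 6 with ABT, of which 17 and 1 were among the 50 and 18. With ABT the count was 5 with 50 cells required per library and 4 with the stricter cell filter, both of which drop classes, NK cell-like cells among them. Under each, 5 of the 18 could be tested, and 5 and 4 of these were called. With doublets kept it was 9, and 2 between the drugs, 1 of them among the 4. Resolution 0.5 gave 3 between the drugs, also with 1 of the 4. With T cell-like clusters the counts were 145 with age, 30 with ABT and 7 between the drugs, and 0 remained between the drugs with lymphocyte-marked cells left out. Leaving out each library gave 67 to 484 with age, 16 to 387 with VPF, 5 to 429 with ABT and 4 to 185 between the drugs.

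Lists called with age, VPF and ABT (55, 65 and 71) numbered 0, 0 and 0 with an estimated correlation and 0, 1 and 0 with fry, and 36 to 65 with age without 1 library. Class shares gave 0 to 1 calls with age and 0 to 1 with VPF without 1 library, and the return measure ran from -0.0138 to 0.00514 with VPF and from -0.00709 to 0.00604 with ABT, across 0 for both. Without 1 library the difference in cells with a Cdkn1a UMI ran across 0 too, from -0.875 to 7.45 points with age and from -6.68 to 13.4 with VPF. The difference in cells with a Cdkn2a UMI was 5.93 points with age, -6.94 with VPF and -4.16 with ABT without thinning, which counts deeper cells, and -3.54 with VPF at a lower depth of thinning. Among named genes, directions turned without 1 library for 5 values that had not passed, whose ranges were -0.465 to 0.0482 for Ddit3 with age, -0.175 to 0.266 for Hspa5 with VPF, -0.0485 to 0.399 for Hspa5 with ABT, -0.839 to 0.753 for Bcl2l1 with VPF and -0.149 to 0.114 for Ccn2 with ABT. Over 87 results for named genes, 797 alternatives left the call and direction as they were, 147 lost a call, 6 gained one and 7 turned the direction. Except where the construction of a setting is named, the cause was not tested. Depth limits the smaller classes: summed counts of megakaryocyte or platelet-like cells went down to 23492 UMIs and 1703 of their genes could be tested, against 13847 genes in general capillary-like cells.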

Other observations

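The tests between aerocyte-like cells with and without a Cdkn2a UMI and within T cell-like clusters were chosen only after the result was seen. Among aerocyte-like cells of the 6 old libraries, within cluster 12, those with a Cdkn2a UMI (6 to 17 per library) had less Chka than the other cells of the same library, a choline kinase (log2 difference -1.42 ± 0.30, lower in 6 of 6 libraries, adjusted p = 0.0478, edgeR). The split itself fixed the difference of Cdkn2a, and Chka was the 1 call of the test besides it among 5984 genes tested. At an unadjusted p under 0.05 there were 344 genes. The adjustment counted Cdkn2a at the first rank, which lowered the adjusted p of Chka at the second. With Cdkn2a left out of the adjustment Chka would not pass (edgeR, unadjusted p = 1.6e-05), so its call rests on the split. Cdkn2b, the neighbouring gene for the inhibitor p15, had a difference of 0.72 ± 0.17 and was higher in 6 of 6 libraries without passing (adjusted p = 0.0935). Cells without a UMI can still express the gene, so the groups overlap. Single genes here and in the next paragraph were chosen after their values were seen.

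Cluster 7 of the T cell-like cells, marked by Ccl5, Gzmm and Cd8b1, held 8 calls with VPF and 12 with ABT. With VPF the interferon-induced genes Xaf1 and Gbp6 rose by 2.13 ± 0.32 and 2.17 ± 0.38 (adjusted p = 0.00764 and 0.0225), and with ABT Ly6a rose by 1.81 ± 0.20 (adjusted p = 0.000151). By edgeR, Xaf1 also rose with ABT (1.82 ± 0.31, adjusted p = 0.0222) and Ly6a with VPF (1.32 ± 0.20, adjusted p = 0.00764). Ifi27l2a was called with both drugs. Trdc, the constant chain of the gamma-delta T cell receptor, fell with age in this cluster (-3.18 ± 0.35, adjusted p = 5.4e-05), rose with VPF (2.37 ± 0.32, adjusted p = 0.00354) and differed between VPF and ABT (3.93 ± 0.40, adjusted p = 5.39e-05). Nrp1, a co-receptor for VEGF and semaphorins, rose with ABT (1.95 ± 0.30, adjusted p = 0.0136). The smallest sample of the cluster held 22 cells, in young library 2.

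A B cell-like cluster with Mzb1, Ly6d, Ms4a1 and Cd79a among its top genes held 53 cells, of which 46 came from old vehicle library 2 and 5 from old vehicle library 1. It is cluster 33 of the share tests. It was left unnamed because 86.8% of its cells came from 1 library, and it entered no class.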
